A study of Gallus gallus and Bos taurus and Sus scrofa with 48 samples. Its data were reported in "Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research" (2021).

How the data were processed

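CTCF is a zinc finger protein that binds DNA at insulators and at the borders of chromatin domains. Its binding was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in 8 tissues of 3 livestock species. The tissues were adipose, cerebellum, cerebral cortex, hypothalamus, liver, lung, skeletal muscle and spleen. Each species was represented by 2 adult males, which are called A and B in chicken, P348 and P350 in pig, and M08 and M22 in cattle, as in the labels. Each animal gave all 8 tissues, so that 48 libraries were analysed, 16 per species and 2 per tissue. Species, tissue and animal of each library were taken from the labels.

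The authors trimmed single-end 50 bp reads with Trim Galore, aligned them with BWA mem and removed alignments of low mapping quality with SAMtools and duplicates with Picard. The genome builds were GalGal6 for chicken, Sscrofa11.1 for pig and ARS-UCD1.2 for cattle. Peaks were called by the authors with MACS2 for each library separately, without pooling of replicates, at a limit on the q-value, which is the p-value adjusted for the number of places tested. An input library without antibody was made for each sample. Whether it served as the control in peak calling is not given in the sources used here.

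The deposited files are peak lists in the 10-column narrowPeak layout. The deposited score column holds 10 times the −log10 of the q-value, reduced to a whole number. The deposited fold enrichment is a ratio of the read pileup at the summit to the local background, as MACS2 calculated it for the authors. The −log10 p-value and the −log10 q-value of each peak were deposited as well. The lowest −log10 q was between 2.00 and 2.14 in 44 lists and between 2.58 and 2.71 in the other 4, all from pig. The deposited summit column gives the offset of the highest point from the start of the peak, counted from 0. These values belong to single peaks and were used to describe, rank or filter peaks within their own list, with the following exceptions. Depth and background rates were solved from folds and p-values and compared between libraries, and sites were named by their mean fold over lists. The median fold was compared between the tissues of an animal, and the lowest −log10 q between lists.

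The list of cattle skeletal muscle M08 held 55533 lines. Of these, 1 line was broken and 19571 lines repeated peaks given earlier in the file, which left 35961 peaks. Each peak was counted once. The other 47 lists held no repeated or broken lines. Coordinates are given 1-based on the builds named above.

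No reads or read counts were used, so depth was read back from the lists. MACS2 computes the fold and the p-value of a peak from the pileup at the summit and the local background rate, by a Poisson distribution. Both quantities were solved for each peak with −log10 p of at most 250, which covered 1994104 peaks. Of the pileups obtained, 100% were whole numbers within 0.05 in all lists but lung P350 of pig, where 99.9987% were. The first percentile of the background rates was taken as the floor set by the whole genome, and the smallest peak width as the fragment length. Depth is the floor per kb of fragment, given as reads per kb of genome. Background rates above the floor are whole counts of background reads in windows of fixed size, and the pileup that 1 such read adds is called its weight. Rates at the floor are an average over the genome and were set aside, so that 46.0% to 96.5% of the rates of a list (median 91.2%) lay above it. The weight was found in all 48 lists. Of at most 3000 rates per list, drawn between the floor and 8 times the floor, 100% were whole counts in windows of 10000 bp, within 0.06 of a read, or whole counts in a window of 1 fragment. A library with more reads has a smaller counting error, but the precision of a peak count cannot be derived from depth alone, and errors are given as the spread over tissues or libraries.

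Peak number was compared on the log2 scale. Peak density was the number of peaks per Mb of genome, in which the length of a sequence was taken as the highest peak end on it. Species were compared in pairs by an exact two-sided sign-flip permutation test over the 8 tissues, after averaging the 2 animals of a tissue. With 8 tissues the smallest p of this test is 0.0078. Tissues served as the repeated unit because 2 animals per species cannot reach a threshold of 0.05. They share their animals and are not independent animals, so these p-values describe the animals sampled. Tissues within a species were compared by the F ratio of log2 peak number, with a permutation over all 2027025 ways to put 16 libraries into 8 pairs. The overlap of lists was the Jaccard index, which is the number of bp in the intersection over that in the union. Its difference between same-tissue and different-tissue pairs was tested one-sided over the same 2027025 pairings. The overlap within the 3 brain tissues was tested one-sided over the 56 choices of 3 tissues, with a smallest p of 0.0179, on pairs of libraries from different animals.

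Peaks of a species that overlapped by at least 1 bp were merged into sites. A site was counted in a tissue when both libraries had a peak there. Peak strength was the log2 ratio of the median fold of peaks at sites in all 8 tissues to that of peaks at sites in the tissue of the list only, tested by sign flips over 16 libraries with a smallest p of 3.05e-05. The density on the X or Z chromosome was divided by the median of the autosomes. Correlations over tissues used exact permutations of all pairings and those over chromosomes or libraries 100000 permutations or all orders where fewer. Sets of libraries of different depth or species were compared in mean log2 value over all splits of the libraries. Such splits take libraries as independent, although libraries share tissues and animals, so their p may be too small. All tests are two-sided unless stated. Adjusted p-values follow Benjamini and Hochberg over the 3 species or 3 species pairs of a family, and over 4 sets of libraries for depth.

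The replicate names mark the animals, so they pair the libraries of different tissues within a species. The 2 animals of a species did not differ in peak number beyond their spread over 8 tissues. The mean log2 difference was 0.22 ± 0.54 (SD) for chicken B over A, 0.42 ± 1.07 for pig P350 over P348 and 0.21 ± 1.60 for cattle M22 over M08, with exact adjusted p of 0.504, 0.504 and 0.664. The main tests did not use the animal as a block, and tests with it were run as alternatives.

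Sites were named by a fixed rule. For each species these were the 2 sites with a peak in all 16 libraries and the highest mean fold, and the 2 sites with a peak in both libraries of 1 tissue, in no other library, and the highest mean fold, on assembled chromosomes. Tests, alternatives and this rule were chosen before the peak lists were examined, except for 8 alternatives. They were not chosen blind to peak number, since the peak numbers and quality values that accompany the study had been read by then. A common q limit, the lines of the cattle skeletal muscle file as they stand, the omission of chromosomes W and Y, the omission of 3 pig tissues, the omission of each list in turn and of the 2 long cattle lists for sites in 1 library, a minimum of 20 peaks for peak strength in cattle, and the omission of cattle liver M08 from the comparison of density at like depth were added after the lists had been read. The definition of depth was also revised after its values had been seen. The most common background rate was used first and was replaced by the first percentile, because the most common rate followed the local background in several lists. The accepted share of rates at whole multiples was raised when some steps came out as multiples of the right value. The correlation of depth with peak number was calculated within clusters of depth once these were seen. It was first calculated over all libraries of a species. In cattle Pearson's r was then positive and passed the threshold before adjustment but not after it, Spearman's rho did not pass, and neither did so in pig and chicken. The comparison of the 2 cattle clusters and that of density within the tissues of both sets were added after the values had been seen.

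The recovery of depth and weight, the F test, the sign-flip test, the overlap test, merging and correlation were tested on simulated data. The choice test of brain tissues, the tests that split libraries in 2 groups and Dixon's test were not. Depth and weight were recovered within 1% in 7 of 7 simulated lists of at least 18496 peaks. The F test gave p under 0.05 in 5 of 100 simulated species without a tissue effect and in 88 of 100 with a tissue SD of 2 error SDs. The sign-flip test did so in 43 of 1000 sets of 8 tissues without a shift and in 946 of 1000 with a shift of 1.5 SD. All 3000 sites put into all tissues and all 1600 sites put into 1 tissue were found by merging. The Jaccard indices of all 360 library pairs were checked with bedtools 2.31.1. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for figures.

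Genome sequences and gene annotations of the 3 builds were not used here, so distances to genes and CTCF motifs were not analysed here and sites are given without their nearest genes. The other assays of the study were not analysed here.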

Results

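CTCF binding was measured by ChIP-seq in adipose, cerebellum, cerebral cortex, hypothalamus, liver, lung, skeletal muscle and spleen of chicken, pig and cattle. The design contained 2 male animals per species and 48 libraries, each with its own list of peaks. After removal of repeated lines, the lists held 531783 peaks in chicken, 660350 in pig and 897488 in cattle. The number of peaks per library ranged from 16114 to 54492 in chicken (median 32405), from 17864 to 148998 in pig (median 34474.5) and from 9799 to 147920 in cattle (median 46624). Peaks covered between 5.22 and 35.2 Mb of the genome in a chicken library, between 6.05 and 69.3 Mb in a pig library and between 2.62 and 106 Mb in a cattle library. The share of peaks with a q-value of at most 1e-10 ranged from 58.0% to 82.6% in chicken, from 24.3% to 89.6% in pig and from 7.72% to 87.7% in cattle.

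**Figure D1:**
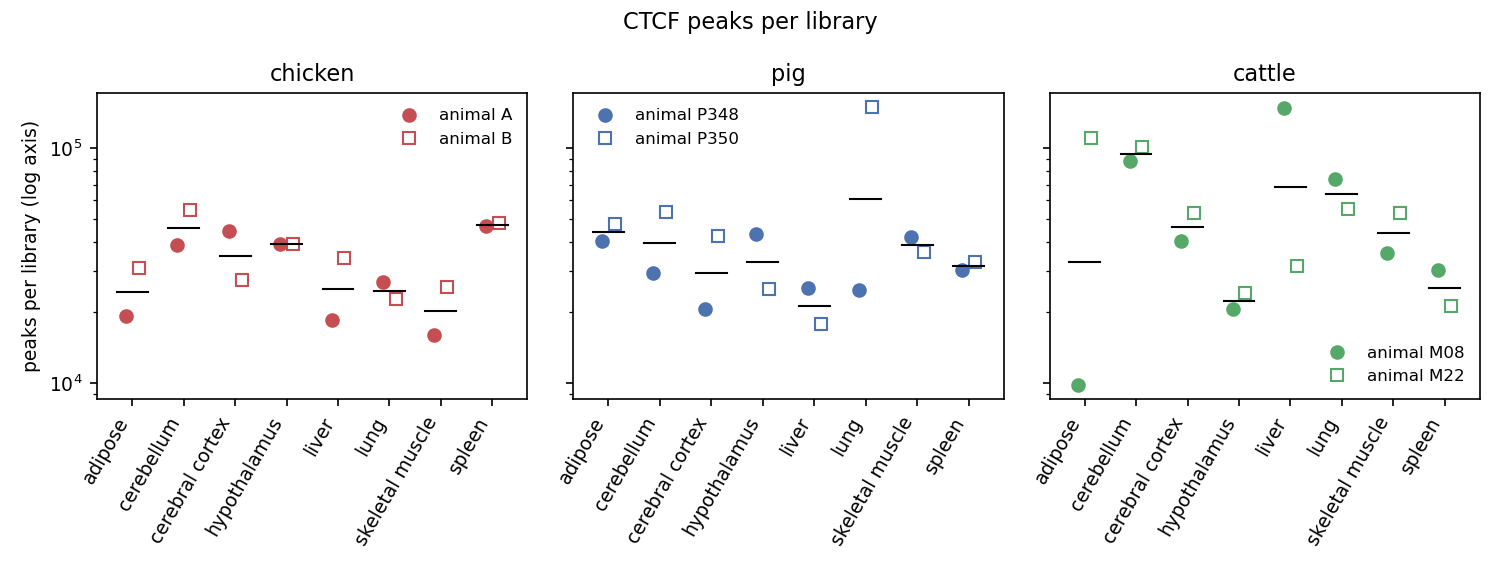
CTCF peaks per library on a log axis, for 8 tissues in each of 3 species. Filled and open symbols are the 2 animals and the line is their geometric mean; pig lung, cattle adipose and cattle liver hold the pairs farthest apart, with ratios of 5.96, 11.3 and 4.71.

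The depth of each library was read back from the background rates of its list. It ranged from 17.8 to 36.6 reads per kb of genome in chicken (median 22.8), from 7.38 to 20.7 in pig (median 10.0) and from 7.29 to 28.9 in cattle (median 19.7). The cattle libraries fell into 7 shallower libraries of at most 12.4 reads per kb and 9 deeper libraries of at least 19.6. In pig, 4 lists (liver P348, lung P348, spleen P348 and spleen P350) differed from the other 12 in their background rates. The weight of a background read was 1.00 in each of the 4, and their depth was 13.7 to 20.7 reads per kb against 7.38 to 11.4 in the other 12.

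No relation of peak number to depth passed the threshold after adjustment within these sets of libraries. Pearson's r between reads per kb and log2 peak number was 0.278 over 16 chicken libraries (permutation p = 0.298), −0.0785 over the 12 pig libraries (permutation p = 0.817), −0.0769 over the 7 shallower cattle libraries (exact permutation p = 0.867) and −0.273 over the 9 deeper cattle libraries (exact permutation p = 0.477). Spearman's rho was 0.353, −0.0629, 0 and −0.267, with permutation p of 0.178, 0.851, 1 and 0.4933. The permutation p adjusted over the 4 sets was 0.867 for each r, and at least 0.714 for rho. In chicken, r rose to 0.616 when the 2 libraries farthest from the median depth, liver A and liver B, were left out (unadjusted permutation p = 0.0196), and rho to 0.631. Without the 2 farthest libraries, r was −0.0286 in pig and 0.125 in the deeper cattle libraries, and 5 shallower cattle libraries were too few for a correlation. Between the 2 cattle sets peak number did differ, with geometric means of 27738.1 in the shallower and 64478.4 in the deeper libraries, a log2 difference of 1.22 (exact permutation p = 0.0160, unadjusted). Skeletal muscle was the only tissue with a library in both sets, so depth and tissue were not separated in this comparison. The permutation took libraries as independent, although both libraries of every other tissue lay in the same set. Its p may thus be too small.

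**Figure D2:**
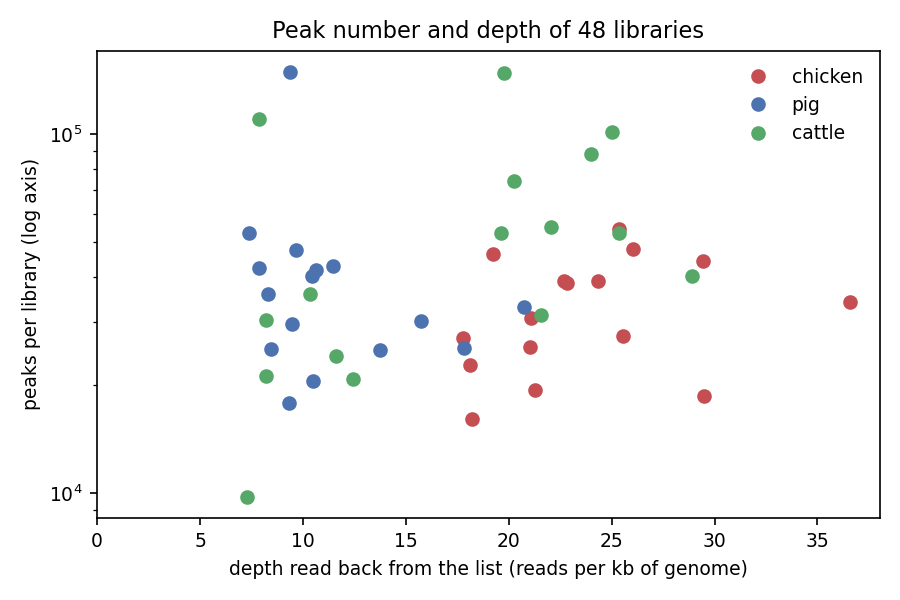
Peak number (log axis) against depth read back from each list (reads per kb of genome) for 48 libraries, colored by species. The chicken libraries start at 17.8 reads per kb, whereas 12 pig libraries and 7 cattle libraries lie at 12.4 or below.

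The 3 species were compared over the same 8 tissues. The geometric mean number of peaks was 31270.6 in chicken, 35799.5 in pig and 44580.1 in cattle. The mean log2 difference in peak number was 0.20 ± 0.71 (SD, n = 8 tissues) for pig over chicken, 0.51 ± 0.92 for cattle over chicken and 0.32 ± 0.81 for cattle over pig. None exceeded the spread between tissues (exact sign-flip permutation, adjusted p = 0.453 for all 3 pairs). Without animal P350, the pig over chicken difference was −0.01. Median peak width was also similar, with means over libraries of 361 ± 51.8 bp (SD, n = 16) in chicken, 352.5 ± 26.5 bp in pig and 373 ± 64.6 bp in cattle (exact permutation, adjusted p = 0.828 for all 3 pairs). The direction of the width difference between chicken and each mammal depended on which chicken was used.

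Relative to genome length, chicken held more peaks. The geometric mean density was 29.6 peaks per Mb in chicken, 14.5 in pig and 16.8 in cattle. The log2 difference was −1.03 ± 0.71 (SD, n = 8 tissues) for pig over chicken, with a lower value in pig in 7 of 8 tissues (exact permutation p = 0.0156, adjusted p = 0.0469). For cattle over chicken it was −0.82 ± 0.92, lower in cattle in 6 of 8 tissues (exact permutation p = 0.0313, adjusted p = 0.0469). Cattle and pig differed by 0.21 ± 0.81 (exact permutation, adjusted p = 0.461). Both differences from chicken kept their direction but lost the threshold in several alternatives. Pig over chicken was −0.82 without pig P348 (exact permutation, adjusted p = 0.117). Cattle over chicken gave −0.70 without chicken B, −0.71 without cattle M08 and −0.92 without cattle M22 (exact permutation, adjusted p = 0.176, 0.164 and 0.141). In the 5 pig tissues without any of the 4 lists that differed in background, pig over chicken was −1.01 (exact permutation p = 0.0625, the smallest that 5 tissues allow). Chicken libraries were also deeper per kb. Over the range of depth from 19.6 to 28.9 reads per kb, which held all deeper cattle libraries, 9 cattle and 9 chicken libraries had geometric means of 24.3 and 32.4 peaks per Mb, a log2 difference of −0.41 that did not exceed the spread (exact permutation p = 0.157). The cattle set included liver M08 with 55.8 peaks per Mb, and without it the difference was −0.56 (exact permutation p = 0.0417). The permutation took libraries as independent, and these 2 sets held different tissues. Over the 3 tissues found in both, cerebellum, cerebral cortex and skeletal muscle, the difference was −0.38 ± 0.17 (SD, n = 3) in this range of depth and −0.48 ± 0.39 with all libraries of these tissues (exact permutation p = 0.25 in the range of depth, the smallest that 3 tissues allow). Only 2 pig libraries, liver P348 and spleen P350, reached the depth of the chicken libraries, so the same comparison was not made for pig.

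Libraries of the same tissue were compared with those of other tissues in peak number. In chicken, spleen had the highest mean with 47253 ± 1017 peaks (SD, n = 2) and skeletal muscle the lowest with 20866 ± 6720. In pig, lung had the highest mean with 87008 ± 87667 and liver the lowest with 21640.5 ± 5341. In cattle, cerebellum had the highest mean with 94784.5 ± 9458 and hypothalamus the lowest with 22463 ± 2367. The F ratio of tissues was 2.83 in chicken, 0.680 in pig and 0.918 in cattle, with permutation p of 0.0918, 0.712 and 0.546 and adjusted p of 0.275, 0.712 and 0.712. With all peaks, the tissue difference did not pass the threshold in any species. In the 5 pig tissues with lists of the same kind, F was 0.414 (exact permutation p = 0.806). In 21 of the 24 tissue pairs the longer list held at most 2.06 times the peaks of the shorter. The other 3 pairs were pig lung, cattle adipose and cattle liver. With peaks of q at most 1e-10 the tissue difference passed it in cattle, where the F ratio was 16.0 (permutation p = 0.00138, adjusted p = 0.00414), and the highest ratio within a cattle pair was 1.97. Depth and tissue were not separated in cattle, so this difference may come from depth. Adipose M08 and M22 were alike in number (7133 and 8533 peaks) but not in place. Of these peaks, 99.7% and 14.7% lay at sites found in at least 8 libraries of other tissues.

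No correlation of tissue peak number between species passed the threshold after adjustment, which does not show that the tissue orders differed. Cerebellum was among the 3 highest tissue means in each species, with 46551 peaks in chicken, 41388 in pig and 94784.5 in cattle. Over 8 tissues, Pearson's r of mean log2 peak number was −0.214 between pig and chicken, −0.163 between cattle and chicken and 0.0993 between cattle and pig (exact permutation, adjusted p = 0.824 for all 3). Spearman's rho was −0.357, −0.0714 and 0.0476 (exact permutation, adjusted p = 0.935 for all 3). Without the 2 tissues farthest from the median, r was −0.302, −0.516 and 0.335 (exact permutation p = 0.547, 0.294 and 0.522). The sign of both correlations with cattle depended on the animal or q limit used.

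The study assessed reproducibility of replicates and specificity of tissues, a question addressed here by the overlap of peak lists. In chicken the mean Jaccard index was 0.485 ± 0.156 (SD, n = 8 pairs) within a tissue and 0.362 between tissues (permutation p = 0.00076, adjusted p = 0.00114). In cattle it was 0.418 ± 0.25 within a tissue and 0.251 between tissues (permutation p = 0.000188, adjusted p = 0.000564). In pig it was 0.413 ± 0.215 within a tissue and 0.369 between tissues, which did not exceed chance pairing (permutation p = 0.103). Same-tissue pairs ranged from 0.289 (adipose) to 0.683 (hypothalamus) in chicken, from 0.0584 (lung) to 0.731 (spleen) in pig and from 0.0141 (adipose) to 0.612 (cerebellum) in cattle. The cattle difference fell from 0.168 to 0.0239 when overlap was measured as the share of the shorter list found in the longer one (permutation, adjusted p = 0.207). The pig difference of 0.0437 changed with single tissues. It was 0.0656 without cerebellum and 0.0645 without lung (permutation, adjusted p = 0.0380 and 0.0377), 0.0114 without adipose (permutation, adjusted p = 0.363) and 0.0145 in the 5 pig tissues with lists of the same kind (exact permutation p = 0.337). Whether the 3 species differed in this excess was not tested.

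**Figure D3:**
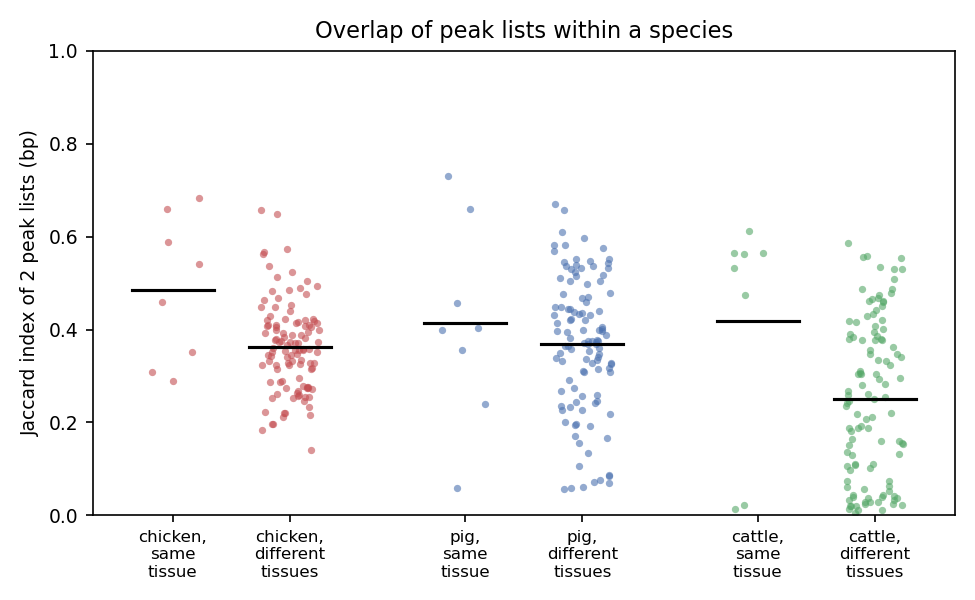
Jaccard index of pairs of peak lists within a species, for 8 same-tissue pairs and 112 different-tissue pairs per species; the line is the mean. Same-tissue means of 0.485 in chicken and 0.418 in cattle lie above different-tissue means of 0.362 and 0.251, and 1 pig pair and 2 cattle pairs of the same tissue lie below 0.06.

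Cerebellum, cerebral cortex and hypothalamus are parts of the brain. In chicken, libraries of different brain tissues and different animals overlapped with a mean index of 0.488, against 0.351 for a brain and another tissue (exact permutation p = 0.0179, the smallest possible, adjusted p = 0.0536). The chicken difference of 0.137 was 0.291 in pairs within animal A and 0.0239 in pairs within animal B (exact permutation, unadjusted p = 0.0179 and 0.286). As a share of the shorter list it was 0.0390 (exact permutation p = 0.196, adjusted p = 0.295). In pig the means were 0.406 and 0.363 (exact permutation, adjusted p = 0.429), and in cattle 0.272 and 0.275 (exact permutation, adjusted p = 0.482). In the 5 pig tissues with lists of the same kind the difference was −0.0226.

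Merging gave 100379 sites in chicken, 194628 in pig and 282743 in cattle. Of these, 35.1%, 66.8% and 61.0% had a peak in 1 library only. A few long lists held most of these sites in pig and cattle. In pig, 80.9% of them (105217 of 130044 sites) lay in lung P350, and without that list the share of sites in 1 library was 40.2%. In cattle, 82.7% (142606 of 172429) lay in liver M08 or adipose M22, and without both lists the share was 37.1%. These 3 lists were kept in all main results. A peak in both libraries of at least 1 tissue was found at 55516 sites in chicken, 43575 in pig and 81311 in cattle. Among these, sites in all 8 tissues made up 15.9% in chicken (8829 sites), 18.8% in pig (8200) and 2.56% in cattle (2085). Sites in 1 tissue only made up 44.2%, 25.5% and 44.5% (24563, 11122 and 36221 sites). By this rule such a site may still have a peak in 1 library of another tissue, and many had one. On assembled chromosomes, 14080 chicken, 953 pig and 9941 cattle sites had peaks in both libraries of 1 tissue and in no other library. The most sites of 1 tissue came from spleen in chicken (13598), adipose in pig (4983) and cerebellum in cattle (26782), whereas the fewest came from adipose in chicken (106), cerebral cortex in pig (92) and hypothalamus in cattle (1). With 1 pig alone, the share of sites in all 8 tissues was 25.8% for P348 and 4.83% for P350, and the share in 1 tissue 31.5% and 68.7%. The low share of cattle sites in all 8 tissues was limited by a few lists. Of the sites found in at least 8 libraries of other tissues, adipose M08 held 28.8%, adipose M22 24.04% and liver M08 37.3%, against 58.5% to 99.7% in the 12 cattle libraries of other tissues. With lists made equally long, the shares in all 8 tissues were 24.2% in chicken and 0.577% in cattle.

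**Figure D4:**
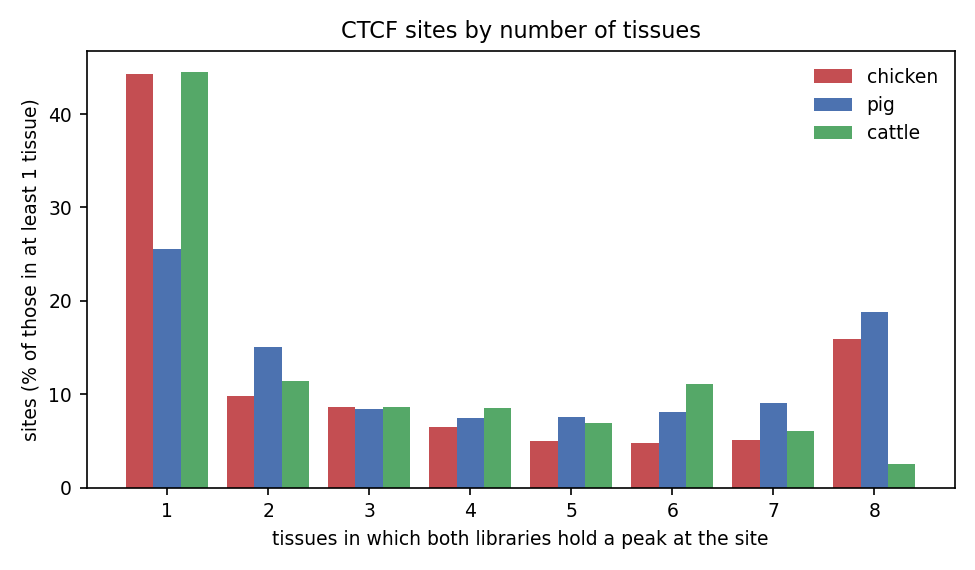
Percent of CTCF sites by the number of tissues in which both libraries hold a peak, among sites in at least 1 tissue, for 3 species. The bars for 1 tissue are the highest in each species, and those for all 8 tissues reach 15.9% in chicken, 18.8% in pig and 2.56% in cattle.

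The strongest sites shared by all 16 libraries of a species lay on chromosome 26 from 1132266 to 1136657 and chromosome 33 from 7005769 to 7007853 in chicken (GalGal6), with mean folds of 56.8 ± 13.1 (SD, n = 16) and 56.0 ± 17.3. In pig (Sscrofa11.1) they lay on chromosome 6 from 28437581 to 28438312 (47.8 ± 27.8) and chromosome 1 from 271623086 to 271625435 (47.0 ± 26.5). In cattle (ARS-UCD1.2) they lay on chromosome 7 from 17157493 to 17161068 (36.6 ± 23.4) and chromosome 11 from 101834016 to 101835646 (34.8 ± 24.02). The strongest sites of 1 tissue were found in chicken spleen on chromosome 4 from 2900069 to 2900739 (31.9 ± 4.42, SD, n = 2) and chromosome 24 from 5485437 to 5486319 (28.3 ± 5.79). In pig adipose they lay on chromosome 3 from 73289579 to 73289883 (13.5 ± 2.30) and chromosome X from 37104860 to 37105148 (10.3 ± 0.418). In cattle cerebellum they lay on chromosome 17 from 56351701 to 56352812 (32.9 ± 0.369) and chromosome 8 from 112166991 to 112167911 (32.02 ± 0.0923). These folds are the authors' values for single peaks, set against backgrounds that differ between lists.

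Peaks at shared sites were stronger than peaks at sites of 1 tissue within the same list. Sites were sorted by whether a peak passed the q limit in the other lists, which itself depends on strength. The sorting therefore favours this direction, and the test cannot separate it from a difference in binding. The log2 ratio of median folds was 1.45 ± 0.33 (SD, n = 16 libraries) in chicken, 1.56 ± 0.46 in pig and 1.58 ± 0.75 in cattle. It was above 0 in 16 of 16 libraries of each species (permutation over all sign flips, p = 3.05e-05, the smallest possible, and the same after adjustment). With −log10 q as the measure of strength, the ratios were 2.72, 2.94 and 2.81, and 15 of 16 cattle libraries lay above 0, the exception being adipose M22 with −1.21. Some cattle ratios rested on few peaks at sites of 1 tissue, namely 1 peak in each hypothalamus library and 10 and 11 in the adipose libraries. Over the 12 cattle libraries with at least 20 such peaks the log2 ratio of folds was 1.81, above 0 in all 12 (permutation over all sign flips, adjusted p = 0.000488).

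All animals were male, so chickens carried 2 copies of Z and pigs and cattle a single X. Peak density on the sex chromosome was lower than the median autosome in all 8 tissues of each species. The log2 ratio was −1.29 ± 0.18 (SD, n = 8 tissues) for Z in chicken, −1.41 ± 0.33 for X in pig and −1.49 ± 0.65 for X in cattle (exact permutation p = 0.0078 for each, the smallest possible, and the same after adjustment). In the 5 pig tissues with lists of the same kind it was −1.24 (exact permutation p = 0.0625, the smallest that 5 tissues allow). The species did not differ in this ratio (exact permutation, adjusted p = 0.727 for both mammals against chicken). The reference mattered for chicken, which has many short chromosomes of high density. Against autosomes within a factor of 2 of its length, the ratio of Z was −0.32, while that of X was −1.37 in both pig and cattle. With that reference pig and cattle lay below chicken by log2 differences of −1.06 and −1.06 (exact permutation, adjusted p = 0.0117 for both).

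Across assembled chromosomes, site density fell with log10 length in chicken and cattle. Pearson's r was −0.608 over 34 chicken chromosomes (permutation p = 0.00012, adjusted p = 0.00027), −0.140 over 20 pig chromosomes (permutation p = 0.560) and −0.621 over 30 cattle chromosomes (permutation p = 0.00018, adjusted p = 0.00027). Spearman's rho was −0.587, −0.117 and −0.629 (permutation, adjusted p = 0.00051, 0.622 and 0.00051). Without the 2 chromosomes farthest from the median length (1 and 32 in chicken, 18 and Y in pig, 1 and 25 in cattle), r was −0.519, −0.417 and −0.528 (permutation p = 0.00249, 0.0860 and 0.00336). Without Y alone, r in pig was −0.416 (permutation p = 0.0756), and without W it was −0.709 in chicken (permutation p = 1e-05, the smallest that 100000 permutations can give). All merged sites were counted here, and a few long lists weigh heavily on them. In pig, 105217 of 194628 sites lay in lung P350 only, and in cattle 142606 of 282743 lay in liver M08 or adipose M22 only. With sites in both libraries of a tissue, the pig correlation changed sign. Chromosomes are not replicates of an experiment, and these values describe the lists of the animals sampled.

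**Figure D5:**
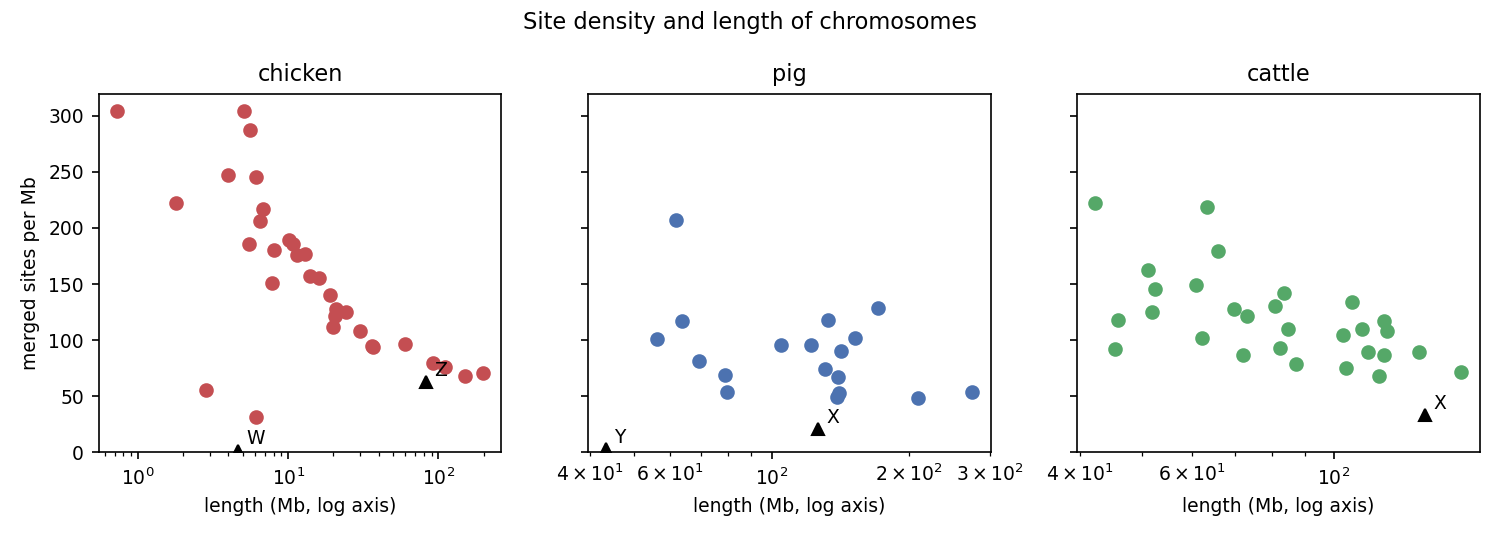
Merged CTCF sites per Mb, including sites found in 1 library only, against chromosome length (Mb, log axis) for the assembled chromosomes of 3 species. Triangles mark sex chromosomes. Density falls with length in chicken and cattle (r of −0.608 and −0.621), and X lies at 20.7 sites per Mb in pig and 33.1 in cattle.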

Values the study reported

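The study gave genome sizes of 1 GB for chicken, 2.5 GB for pig and 2.7 GB for cattle. Topologically associated domains were predicted from merged CTCF peaks of all tissues. These domains spanned 82% of the chicken genome, 91% of the pig genome and 92% of the cattle genome.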

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

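Most tests in this part were chosen after the result they weigh had been seen. They are those of depth, weak peaks, a shallow control, calling without a control, strongest peaks and peak width for pig lung, those of unplaced sequence and calling without a control for the Y chromosome, and those of the W chromosome and the mitochondrial sequence. The predictions on shared sites in pig lung and on longer lists for the Y chromosome were set down beforehand.

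The list of pig lung P350 held 148998 peaks, against 17864 to 53245 in the other 7 tissues of the same animal. Its gap to the nearest of them was 0.730 of the whole range, above the critical value of Dixon's test for 8 values. Peak number, median width and median fold were examined for each animal, 18 sets of 8 tissues in all, and chance alone gives 0.9 values past the limit, a count that does not weigh how far this value lay beyond it. Greater depth was argued against, since P350 had 9.37 reads per kb and P348 13.7, a ratio of 0.682. The evidence on a shallow control was mixed. The weight of a background read was 1.44 in this list, and 5 pig lists shorter by more than 1.5 times had a higher weight, which argued against it. Yet 66.0% of the background rates of this list lay above the floor, against 88.3% to 96.1% in the other pig lists. A shallow control, which leaves more rates at the floor, thus stays open. Calling of P348 without a control cannot be the whole reason, because P350 held 2.80 times the peaks of the longest of the other 11 pig lists that look called with a control. Weak peaks made up the excess. With peaks of q at most 1e-10 the ratio between the 2 lung lists fell from 5.96 to 1.66, within the range of the other tissue pairs (at most 1.96). Weak enrichment of CTCF in this library may have left room for weak peaks, but this cannot be told apart from other sources of weak peaks. The list held 61.8% of the sites found in at least 8 pig libraries of other tissues, against 46.8% to 97.9% in 14 other pig libraries, and 1 of these held fewer. Of its 17864 strongest peaks, as many as the shortest pig list held, 70.7% lay at such sites, below the other 15 pig lists (76.1% to 97.6%). Their median width was 769 bp, against 310 to 624 bp in the other lists, and the longest peak had 8732 bp, against at most 4720 bp. Broad enrichment in place of CTCF cannot be told apart from weak enrichment. The width was less than 1.5 times the highest of the others, and 70.7% of the 17864 strongest peaks lay at shared sites. Among the peaks of lung P350 with q at most 1e-10, 42.2% lay at such sites. This was the lowest share of the 16 pig lists, the next being 52.1% in cerebellum P350. A difference between the lungs of the 2 animals was not tested and stays open.

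Peaks on chromosome Y of pig are part of the totals, overlaps and sites, but Y was not compared on its own between tissues. Its highest count was 87 peaks, in spleen P350. The 6 libraries of liver, lung and spleen had 31 to 87 peaks on Y, and the other 10 pig libraries had 3 to 17. The separation remained after scaling by list length, with at least 4.23 Y peaks per 10000 peaks in the 6 libraries and at most 3.19 in the other 10, which argued against longer lists as the reason. The 4 lists that look called without a control all belong to these tissues. Liver P350 and lung P350 look called with a control, and the lower of their values was 4.23, above all of the other 10, so that calling without a control is not the whole reason. A different treatment of repeated or poorly placed sequence cannot be told apart. The share of peaks on unplaced scaffolds or the mitochondrion was above that of all other 10 libraries in 4 of the 6 libraries and within their range in the other 2. A difference between tissues stays open and was not tested.

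Peaks on chromosome W were found in chicken, with at most 6 in a library, in skeletal muscle B. Male birds have no W. In all, 7 libraries held 20 peaks at 7 places, and their median fold was 3.48. Of these peaks, 95% lay at places with peaks in both animals. The most recurrent place, on W from 3585486 to 3586194 (GalGal6), had a peak in all 7 libraries. Reads of repeated sequence, or of sequence shared with other chromosomes, that were placed on W are a candidate explanation. No biological explanation was tested.

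Peaks on the mitochondrial sequence were found in 15 libraries. The highest counts were 13 in pig (cerebral cortex P350 and liver P348), 10 in chicken (spleen A) and 8 in cattle (lung M08). In 14 of the 15 libraries their median fold was below that of the list, and lung P350 of pig, with 1 such peak, was the exception. In cattle lung M08 the median fold was 1.28 on the mitochondrial sequence and 9.12 in the list. The median background rate there was 287 reads per fragment length, against a genome floor of 3.83. Removal of duplicates bounds the pileup, so at the highest of these rates a low fold was partly fixed in advance and is no test of the source. The high background rate leaves high copy number of mitochondrial DNA, which lets a small relative excess pass the limit, as a candidate source. No biological explanation was tested.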

How the results depend on the processing

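Across 55 results, 422 alternatives were computed, of which 116 belong to the 8 alternatives chosen after the data had been seen (a common q limit, lines as deposited, omission of W and Y, omission of pig liver, lung and spleen, omission of each list in turn, omission of the 2 long cattle lists, a minimum of 20 peaks for strength, and omission of cattle liver M08 at like depth). In 321 the direction and the side of the threshold were kept or the value moved by less than its spread. Another 9 kept the direction but lost the threshold, 6 passed it, 24 changed sign and 62 values without a test moved. Numbers of sites were among the 321 when they stayed within a set ratio, as did 55516 and 76367 in chicken. The spread used in pig was wide, so that a share in all 8 tissues of 4.83% (P350 alone) in place of 18.8% was among them. The count of 321 thus includes large changes. Of the 174 alternatives that left out an animal, a tissue or a list, 116 stayed the same. Where no reason is given below, the cause was not tested.

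With the animal as a replicate block the tissue F ratios were 2.97 in chicken, 0.698 in pig and 0.819 in cattle, and the excess of same-tissue overlap was 0.120, 0.0507 and 0.163. Pairing changed no call of these. Within the first animal alone the brain difference in pig was −0.0375.

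The higher density of peaks in chicken kept its direction under all alternatives, with fewer calls. Cattle over chicken was −0.93 at q of at most 1e-10 and −0.78 with the lines of the cattle skeletal muscle file as deposited, and ranged from −0.93 to −0.70 over animals left out (exact permutation, adjusted p between 0.0234 and 0.176). Pig over chicken was −1.01 without pig liver, lung and spleen, where 5 tissues cannot reach the threshold, and ranged from −1.24 to −0.82 over animals left out. The log2 difference in peak number of pig over chicken ranged from −0.013 to 0.40. Over animals left out, the width difference ranged from −0.069 to 0.023 for pig over chicken and from −0.0057 to 0.086 for cattle over chicken. For pig over chicken it was lowest at q of at most 1e-10, with −0.11.

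At q of at most 1e-10 the cattle tissue F ratio rose to 16.0, though depth and tissue were not separated in cattle. At that limit the ratios of the longer to the shorter list fell to 1.97 in cattle liver and 1.196 in cattle adipose. The cattle animal difference changed to −0.052, the brain difference in cattle to 0.00253, and the tissue order to r of 0.149 with chicken and −0.159 with pig (rho 0.0952 and −0.0476). Over animals left out, r ranged from −0.277 to 0.00729 and rho from −0.524 to 0.0952 between cattle and chicken, and r from −0.532 to 0.522 and rho from −0.667 to 0.738 between cattle and pig. None of these passed the threshold after adjustment. The rho of 0.738, without cattle M08, passed it before adjustment (exact permutation p = 0.0458, adjusted p = 0.138).

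Same-tissue overlap passed the threshold in chicken under all alternatives, and in cattle under all but the share of the shorter list (0.0239). In pig the difference ranged from 0.0114 to 0.0656 over tissues left out, with the highest value past the threshold. As a share of the shorter list the brain difference in chicken was 0.0390 and that in cattle 0.193 (exact permutation, adjusted p = 0.295 and 0.107). The brain difference in cattle was 0.0377 with equally long lists, and in pig −0.0226 without liver, lung and spleen.

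The numbers of sites depended on the rule for a tissue. With a peak in at least 1 library of a tissue, 100379, 194628 and 282743 sites counted in chicken, pig and cattle, with 49.1%, 67.3% and 64.5% in 1 tissue and 10.2% of pig and 3.93% of cattle sites in all 8. With equally long lists the numbers were 24784, 23904 and 13700, with 24.2% of chicken and 0.577% of cattle sites in all 8 tissues and 30.9% and 24.4% in 1. At q of at most 1e-05 the share in all 8 was 16.5% in chicken and 2.01% in cattle. With sites from summits it was 13.6% and 0.402%, with 47.9% of cattle sites in 1 tissue. With a single animal the number ranged from 76367 to 90793 in chicken, 63077 to 186355 in pig and 206039 to 209830 in cattle. The share in all 8 tissues then ranged from 12.6% to 13.4% in chicken, 4.83% to 25.8% in pig and 1.89% to 2.05% in cattle, and the share in 1 tissue from 47.2% to 51.0%, 31.5% to 68.7% and 63.8% to 67.8%. The higher pig values for the number and for the share in 1 tissue, and the lower for the share in all 8, are those of P350 alone, which holds the long lung list. With each list left out in turn, the share of sites in 1 library ranged from 32.5% to 44.8% in chicken, 40.2% to 68.8% in pig and 54.1% to 65.3% in cattle, and it was 37.1% in cattle without liver M08 and adipose M22.

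Stronger peaks at shared sites, a direction that the sorting of sites favours, passed the threshold under all alternatives. The lower density of X and Z did so except without pig liver, lung and spleen, where 5 tissues gave −1.24. Against autosomes of similar length pig and cattle lay below chicken by −1.06 and −1.06, which passed the threshold, and cattle over pig was 0.0023. Against the median autosome, where cattle over pig was −0.083 and pig over chicken −0.12, the former ranged from −0.19 to 0.019 over animals left out, and the latter was 0.15 without pig liver, lung and spleen. No animal was left out with autosomes of similar length as the reference. With sites in both libraries of a tissue, the correlation of length and density in pig was 0.0298 (rho 0.0857). Without W and Y it was −0.709 in chicken and −0.416 in pig.

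Depth limits the density comparison, as chicken libraries had a median of 22.8 reads per kb against 10.0 in pig and 19.7 in cattle. At like depth cattle over chicken went from −0.41 to −0.56 without cattle liver M08, which passed the threshold. Assembly lengths, distances to promoters and CTCF motifs were planned and not run, because genomes and annotations of these builds were not used here.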

Other observations

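The tests of depth, weak peaks, a shallow control, peak width, both long cattle lists together, calling without a control, depth within tissue pairs, density in the same tissues and density without cattle liver M08 were chosen after the results had been seen. The tests of shared sites, of a stricter limit, of weak and strong peaks on X, of equally long lists and of density at like depth were set down beforehand, although the long lists were treated separately, and some criteria were revised, once values had been seen.

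Cattle liver M08 held 147920 peaks, 4.71 times those of liver M22, and its Jaccard index with M22 was 0.0223. Greater depth was argued against, as its reads per kb were 0.915 times those of M22. A shallow control was argued against as well, because the weight of a background read was 3.66 and 4 cattle lists shorter by more than 1.5 times had a higher weight. Weak peaks cannot be told apart as the reason, since the ratio at q of at most 1e-10 was 1.97, next to the highest of other pairs (1.96). The list held 37.3% of the sites found in at least 8 cattle libraries of other tissues, below the 12 libraries of other tissues outside the long pairs (58.5% to 99.7%). Of its 9799 strongest peaks, as many as the shortest cattle list held, 24.6% lay at such sites. The prediction that no cattle list would be lower was not met, because adipose M22 had 14.7%, and it was followed by a test of both lists together. The higher of their values, 24.6%, was below those of the other 14 lists (93.1% to 99.9%). The strongest peaks of liver M08 had a median width of 1866 bp, against 260 to 984 bp in the other 15 cattle lists. Its longest peak had 25816 bp, against at most 6965 bp. Broad enrichment, as of a histone mark, in place of CTCF is a candidate explanation, and a library exchanged with another assay could produce it. No other assay was analysed here to test this. A property of the liver of this animal stays open.

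Cattle adipose M22 held 110559 peaks, 11.3 times those of adipose M08, with an index of 0.0141 between them. Its depth was 1.08 times that of M08, and in 10 pairs outside the long lists the longer list was deeper by at least as much, yet held at most 1.82 times the peaks, which argued against depth. At q of at most 1e-10 the ratio was 1.196, so that weak peaks made up the excess in number. The strong peaks of the 2 lists differed in where they lay. Of the peaks at that limit, 14.7% in M22 and 99.7% in M08 lay at the shared sites of other tissues. Adipose M22 held 24.04% of these shared sites. Adipose M08, with 9799 peaks the shortest cattle list, held 28.8%. The weight of a background read was 28.9 in M22, against at most 8.299 in the other cattle lists. A shallow control library, whose few reads leave much of the genome at the lowest background rate, and weak enrichment are both candidate explanations, and either or both may apply. A difference between the animals was not tested.

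In 4 pig lists (liver P348, lung P348, spleen P348 and P350) the lowest −log10 q was 2.58 to 2.71, against at most 2.14 in the other 44 lists. Coarse steps of q at low depth were argued against, as the lowest depth of the 4 was 13.7 reads per kb, above all of the other pig lists (at most 11.4). At the lowest share found in another pig list, each of the 4 would hold at least 14.1 peaks below its own limit, so a stricter limit remains possible by these values. The paper gives a single q limit for all CTCF lists, which speaks against it. Of the background rates between the floor and 3 times the floor, which made up 87.9% to 91.7% of the rates of the 4 lists, 100% lay at whole reads of weight 1 in windows of 10000 bp (within 0.1 of a read), against at most 75.8% in any of the other lists. The share of these rates at steps of 1000 bp was 19.7% to 20.6%, where chance gives 20%. Calling without a control library is a candidate explanation. A stricter limit, which the paper does not describe, may apply as well.

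Whether the longer list of a tissue pair follows depth was not decided. The deeper library held more peaks in 14 of 24 pairs, against nearly all if depth were the main reason. With the most common background rate in place of the floor the count was 11. Pairs of nearly equal depth, such as cattle spleen, were counted as well and cannot show a relation to depth. In chicken the shallower library held more peaks only in adipose and lung, where depths were nearly equal. In pig cerebellum, cerebral cortex and lung it held more although depths clearly differed. Depth as a reason in part of the pairs stays open.

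The low density on X in pig and cattle could come from its single copy in males, by loss of weak peaks. The log2 ratio of X to autosomes of similar length was higher among weak peaks than among strong ones by 0.23 in pig and 0.22 in cattle, and by 0.02 for Z in chicken (exact permutation, adjusted p = 0.305, 0.516 and 0.719). A lower ratio among weak peaks had been predicted, but the comparison cannot decide, because a lower signal would also move strong peaks into the weak class. A loss of weak peaks thus cannot be told apart from other reasons such as the sequence of X. The biological difference in copy number stays open.

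Most sites of 1 tissue came from spleen in chicken and cerebellum in cattle. Longer lists in these tissues were argued against as the whole reason, because with equally long lists both of the 2 tissues still had the most, 2552 chicken sites (33.3% of the sites of 1 tissue) and 890 cattle sites (26.7%). List length did bear on the size of the excess, as these shares had been 55.4% and 73.9% with the full lists, and cattle spleen followed with 20.9%, up from 0.0745%. In pig the most then came from hypothalamus (2361) in place of adipose. CTCF sites specific to these tissues are a hypothesis, as enrichment was not compared between tissues.

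The lower density of peaks in cattle than in chicken cannot be told apart from the greater depth of the chicken libraries. Among 9 libraries of each species in the same range of depth the log2 difference was −0.41 (exact permutation p = 0.157), and a p of this size does not show that the densities were equal. Without cattle liver M08, the list with broad strong peaks, it was −0.56 (exact permutation p = 0.0417), so that this outcome rests on 1 list. The permutation took libraries as independent, and the sets also held different tissues. Over the 3 tissues found in both, the difference was −0.38 at like depth and −0.48 with all libraries of these tissues, so that the smaller difference at like depth may come from the tissues in place of depth, and 3 tissues are too few for a test to pass the threshold.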
